A study of Homo sapiens with 2 samples. Its data were reported in "Gene regulation by convergent promoters" (2025).

How the data were processed

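MCF-7 cells were treated with DMSO or with 10 µM Nutlin-3a for 24 h, and 1 cDNA library per treatment was sequenced on Oxford Nanopore flow cells after amplification by PCR. Per the study's methods, full-length reads were base called with guppy, oriented and trimmed with pychopper, and aligned to hg38 with minimap2 (version 2.24-r1122 in the submitters' processing notes) without secondary alignments. The study names Ensembl as the source of its hg38 annotation. Whether it was used for these counts, and the counting tool, are not given in the sources used here. The authors deposited a table of raw read counts per gene, with exon coordinates and gene length, for 60616 genes. The authors also deposited RPM values, which equal the counts divided by library totals of 3095648 and 2172630, so that 79.4% and 78.9% of those totals were assigned to genes. Every row names a gene. Of the gene IDs, 60419 matched a symbol, and of the matched genes 94.5% had the same start as in GENCODE release 44. The name of the DMSO count column carries a tag of PCR with the number 16, the number of PCR cycles that the study's methods give for its libraries, and that of the Nutlin-3a count column a tag of 20 min, which the labels do not explain. The labels were followed for the 24 h of treatment. Both count columns were used, and no per-sample column was left unused.

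Counts were the basis of all tests and RPM values were used only for their totals. Depth was 2456588 and 1714472 assigned reads, and 3 reads correspond to 1.22 and 1.75 RPM when scaled to assigned reads. Each gene's reads were compared between the 2 libraries by Fisher's exact test, two-sided, against all other assigned reads, for genes with at least 10 reads over both libraries, with Benjamini-Hochberg adjustment. A gene was called at an adjusted p below 0.05 and at least 2-fold on log2 ratios with 1 read added per library. Fold changes are ratios of read shares with exact 95% Clopper-Pearson intervals, and a library at 0 reads was set to a floor of 3 reads. Tests that estimate a spread between replicates could not be fitted with 1 library per treatment. Here 26 gene lists were used. They were drawn up from general knowledge, except those of convergent promoters, which came from the study's analysis of other samples. For each list, the median log2 ratio was placed among 10000 random lists matched on expression in 20 bins, and called outside the 2.5 to 97.5 percentile. Convergent pairs were annotated genes on opposite strands with the plus-strand start upstream of the minus-strand start by at most 2500 bp, and divergent pairs the reverse within 400 bp. Spearman's rho was placed among 10000 re-pairings, with an interval from 2000 bootstrap draws.

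The tests, thresholds, gene lists, named genes and most of the other settings were chosen before the data were examined. The tests of explanations in the closing section, among them the pairs with starts 10 to 50 kb apart, were chosen later, after first looks at the values. Named genes were CDKN1A, MDM2, TP53 and GDF15, the loci named by the study, in each direction the 10 called genes with the largest log2 ratio and at least 50 reads, up to 4 called members of each list with the most reads (or 2 members where none was called), and the 10 genes with the most reads. Genes named outside this rule are WRAP53, TOB1-AS1 and CAV1, and in the closing observations ENSG00000257181 and PURPL, all chosen after their values were seen. A planned test of shifts between transcripts was not run because the values are per gene. The gene test was tested on simulated counts of the Nutlin-3a and DMSO libraries with 11270 genes tested, where it called 50 of 50 genes raised 4-fold and 50 of 50 lowered 4-fold, 14 of 50 raised and 31 of 50 lowered by exactly the 2-fold threshold, and 5 unchanged genes. The changed genes in this simulation were drawn only from genes well above the minimum of 10 reads, and the counts varied by counting error alone. It therefore does not show how the test performs on genes with few reads or with variation between cultures. Alternatives changed the read minimum, the library scaling, the fold threshold, the error model, the gene class, the reads added and the distance between starts. Analyses used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, matplotlib 3.10.9, R 4.3.3 and edgeR 4.0.16.

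Overlap between genes bears on the values. Of 497 protein-coding genes with at least 90% of exon bases in same-strand exons of other genes, 492 had 0 reads, so low values of overlapped genes such as PTP4A1 are uncertain. Genes with near-identical copies, such as tubulins, histones and ribosomal proteins, may share reads.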

Results

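Long-read cDNA sequencing was performed in MCF-7 cells, an estrogen receptor-positive human breast cancer line with wild-type p53, treated for 24 h with the solvent DMSO or with 10 µM Nutlin-3a. Nutlin-3a blocks the binding of the ubiquitin ligase MDM2 to p53 and so activates p53. One group held 1 library of DMSO-treated cells and the other 1 library of Nutlin-3a-treated cells. The DMSO library held 2456588 reads assigned to genes and the Nutlin-3a library 1714472. At least 1 read was found for 16994 genes in the DMSO library and 16948 genes in the Nutlin-3a library. With 1 library per treatment, no difference has a replicate check. Tests on reads compare these 2 libraries, not the conditions, and intervals and floors cover counting error only, since PCR copies are not independent molecules. All ratios are Nutlin-3a over DMSO per total assigned reads, with exact 95% intervals in brackets. Coordinates are those of hg38.

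The question of the comparison was which RNAs differ when p53 is activated. CDKN1A, which encodes the cell cycle inhibitor p21 (ENSG00000124762, chromosome 6, 36676460 to 36687337, plus strand), rose from 2728 to 77493 reads, 40.7-fold (39.2 to 42.3), and came to hold 4.52% of assigned reads against 0.111% in the DMSO library. MDM2 itself (chromosome 12, 68808177 to 68850686, plus strand) rose from 82 to 2241 reads, 39.2-fold (31.4 to 49.4). A minus-strand lncRNA gene inside MDM2 exons held 443 and 6366 reads. Some of these may be MDM2 reads given the wrong strand, so the size of the MDM2 fold is uncertain. GDF15, a secreted stress cytokine (chromosome 19, 18374731 to 18389176, plus strand), rose from 123 to 2372 reads, 27.6-fold (23.0 to 33.4). TP53, the gene of p53 (chromosome 17, 7661779 to 7687538, minus strand), fell from 796 to 257 reads, with a log2 ratio of -1.11.

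Of 11259 genes with at least 10 reads over both libraries, 1176 were higher and 954 lower in the Nutlin-3a library by Fisher's exact test, two-sided, with Benjamini-Hochberg adjustment and a threshold of 2-fold. Protein-coding genes made up 1012 of the higher and 862 of the lower genes, and lncRNA genes 128 and 66. The median log2 ratio of all tested genes was 0.03. Counting error alone does not include variation between cultures. With an assumed biological coefficient of variation of 0.4 in edgeR's exact test, 75 genes were higher and 52 lower. Of the called genes named here, CDKN1A, MDM2, GDF15, FAS, GADD45A, GINS2, TK1, RRM2, DINOL, PURPL and ENSG00000257181 kept their calls. So did the 10 genes each with the largest increase and decrease, while all others lost them. With an assumed value of 0.2, the calls of TP53, WRAP53, MIR34AHG, TOB1, GREB1, FKBP4, CA12, GATA3, AR, IFITM3, HLA-C, HMGCS1, SREBF2, LDLR, TPI1, GRN, RPS19, RPS10, ATP5MC1 and CSE1L were lost among the genes named here.

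Among the genes with the largest increase, SUGCT (237 reads), COL17A1 (150 reads), LINC01164, LCE1B (97 reads) and LCE1E (96 reads) had 0 reads in the DMSO library. Against a floor of 3 reads in that library, they were 113-fold, 71.6-fold, 48.2-fold, 46.3-fold and 45.9-fold higher. Their exact lower bounds, which also cover counting error in the Nutlin-3a library, were 91.3, 57.6, 38.5, 37.0 and 36.6. COL17A1 encodes a hemidesmosomal collagen, and LCE1B and LCE1E belong to a family of closely related cornified envelope genes, whose reads may be divided between copies. DUSP13, TCERG1L-AS1, MC4R and LINC02303 also had 0 reads in the DMSO library. Against the same floor they were 39.2-fold, 38.7-fold, 32.0-fold and 31.0-fold higher, with exact lower bounds of 31.1, 30.8, 25.3 and 24.5. TP53I3, an oxidoreductase gene and known p53 target, rose 73.3-fold (44.8 to 129) from 16 to 818 reads.

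Among the genes with the largest decrease, CCNA2, the gene of cyclin A2, fell from 151 to 0 reads. The histone gene H3C2 fell from 63 to 0 reads. Against a floor of 3 reads they were 35.1-fold and 14.7-fold lower, with exact lower bounds of 28.2 and 11.6. SHCBP1 fell from 290 to 2 reads, with a log2 ratio of -6.08, and BIRC5, which encodes survivin, from 139 to 1 read, 97.0-fold (17.1 to 3859). The mitotic kinase genes AURKB and PLK1 were 69.8-fold (19.1 to 580) and 90.7-fold (16.0 to 3611) lower, and the proliferation marker MKI67 was 74.0-fold (13.0 to 2949) lower. UBE2C, KIF2C and the histone gene H4C3 had log2 ratios of -5.27, -5.21 and -5.17.

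p53 target genes rose as a group, and the lists of arrest, apoptosis and DNA repair genes below are parts of this list. Their names are loose labels from general knowledge and do not state the function of each member. Of 99 measured members, 81 rose, 0 fell and 18 did not pass the test, with 83 higher when adjusted over the list alone. The median log2 ratio of 2.09 lay at the 100 percentile of 10000 random lists matched on expression. After CDKN1A, the members with the most reads were RPS27L, 4.12-fold (3.94 to 4.30), the nucleotide excision repair gene DDB2, 3.46-fold (3.30 to 3.64), and GDF15. All 14 measured members of the cell cycle arrest list rose (14 adjusted over the list alone, median log2 ratio 2.81). Among them were PPM1D, 6.28-fold (5.55 to 7.13), SESN2, 8.11-fold (6.84 to 9.68), and SESN1, 8.15-fold (6.71 to 9.97). Of 16 apoptosis genes of p53, 14 rose (14 adjusted over the list alone, median 2.71), including PERP, 3.42-fold (2.95 to 3.98), the death receptor gene TNFRSF10B, with a log2 ratio of 2.58, and PHLDA3, 8.08-fold (6.49 to 10.2). All 10 measured members of the DNA repair list rose (10 adjusted over the list alone, median 2.15). They included XPC, 4.75-fold (4.14 to 5.46), and TRIAP1, 4.28-fold (3.38 to 5.47). All 8 measured lncRNA genes of the p53 response rose (8 adjusted over the list alone, median 2.54), including NEAT1, 8.26-fold (6.69 to 10.3), TP53TG1, 4.12-fold (3.36 to 5.08), PVT1, 2.98-fold (2.01 to 4.48), and MIR34AHG, 4.78-fold (1.23 to 27.0, adjusted p = 0.032 by Fisher's exact test). The call of MIR34AHG rests on 3 and 10 reads and was lost with no read minimum, under TMM or median-of-ratios scaling, with an assumed biological variation and with the DMSO library thinned. DINOL, also among the 8, shares exon bases with CDKN1A on the opposite strand. Some of its reads may be CDKN1A reads given the wrong strand.

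RFX7 is a transcription factor activated downstream of p53. Of 28 measured RFX7 targets, 21 rose, 0 fell and 7 did not pass the test (22 higher adjusted over the list alone), with a median log2 ratio of 1.64 at the 100 percentile. PNRC1 rose with a log2 ratio of 2.56, MKNK2 3.74-fold (3.17 to 4.42), MXD4 4.13-fold (3.47 to 4.95) and TOB1 2.23-fold (1.88 to 2.64).

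Cell cycle genes fell. Of 82 measured G2/M and mitosis genes, 72 fell, 0 rose and 10 did not pass the test (75 lower adjusted over the list alone). Their median log2 ratio was -3.09, at the 0 percentile, and -2.86 with the 9 members at 0 reads in a library set to their bound. The karyopherin gene KPNA2 was 2.64-fold lower (2.44 to 2.87), the histone variant gene H2AZ1 3.64-fold (3.30 to 4.03) and the securin gene PTTG1 7.15-fold (6.15 to 8.35). TUBA1C was 6.41-fold lower (6.02 to 6.84), but this tubulin gene has close paralogs that may share reads. Of 75 G1/S and replication genes, 60 fell and 15 did not pass the test (60 lower adjusted over the list alone), with a median of -2.12 at the 0 percentile and -1.80 with 8 members at their bound. GINS2, part of the replicative helicase, was 12.4-fold lower (10.1 to 15.3), the thymidine kinase gene TK1 23.6-fold (17.7 to 32.2), the ribonucleotide reductase gene RRM2 34.8-fold (22.2 to 58.1) and MCM3 4.39-fold (3.63 to 5.35).

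**Figure D1:**
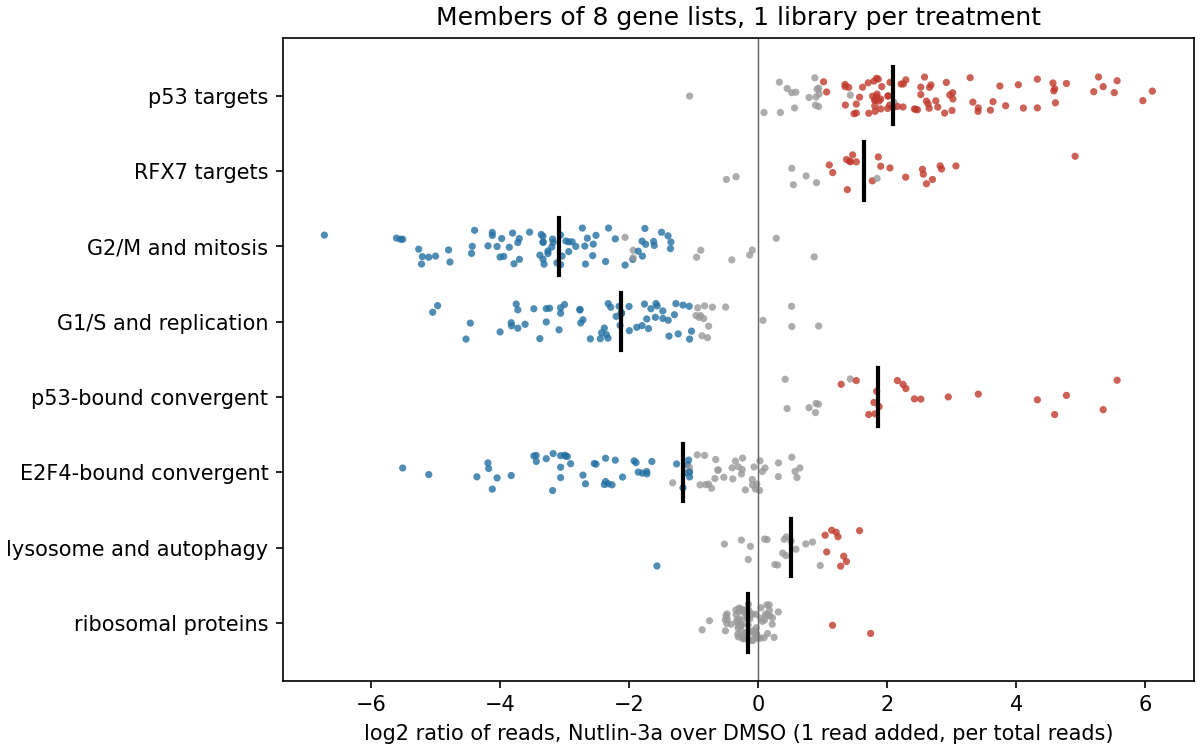
Log2 ratio of reads (Nutlin-3a over DMSO, 1 read added, x axis) for the measured members of 8 gene lists (y axis), with 1 library per treatment. Each point is a gene, red where called higher, blue where called lower and grey otherwise, with vertical scatter added only to separate points, and black bars are medians, such as 2.09 for p53 targets and -3.09 for G2/M and mitosis.

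The study asked how the paired transcripts of convergent promoters respond to p53 activation. Convergent promoters face each other on opposite strands, so that their transcripts overlap at the 5' ends. The lists of their host genes were chosen by the study on other samples of the same treatment, so their direction is not independent evidence. All 9 measured hosts bound by RFX7 are also on the list of RFX7 targets above, 20 of the 26 bound by p53 are on that of p53 targets, and of those bound by E2F4, 14 are on the G2/M list and 14 on the G1/S list. Of 26 measured host genes bound by p53, 19 rose and 0 fell (20 higher adjusted over the list alone, median log2 ratio 1.85, 100 percentile). Of 9 bound by RFX7, 7 rose (7 adjusted over the list alone, median 1.86, 100 percentile), among them SLC43A2, 7.52-fold (4.02 to 15.3), and CCNG2, 3.42-fold (2.85 to 4.11). Of 83 bound by E2F4, the E2F factor of the repressor complex DREAM, 46 fell and 0 rose (46 lower adjusted over the list alone, median -1.17, 0 percentile), including CSE1L, 2.20-fold lower (2.07 to 2.34), and HMGB1, 3.73-fold lower (3.27 to 4.27). Among 858 host genes of the core set, 134 rose, 46 fell and 678 did not pass the test (137 higher and 46 lower adjusted over the list alone, median 0.16, 100 percentile).

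At single loci, FAS, a death receptor gene (chromosome 10, 88990531 to 89017059, plus strand), rose from 3 to 173 reads, 82.6-fold (27.8 to 405). Its convergent partner ACTA2, a smooth muscle actin gene (88935074 to 88991339, minus strand), rose from 4 to 36 reads, 12.9-fold (4.62 to 49.9), and the 2 genes share 380 exon bases. EPHA2, a receptor tyrosine kinase gene, rose from 41 to 81 reads, 2.83-fold (1.92 to 4.23), while EPHA2-AS1 had 1 read and 2 reads. LNCTAM34A rose from 3 to 25 reads, 11.9-fold (3.64 to 61.8), opposite MIR34AHG. PIK3IP1 rose from 13 to 56 reads, 6.17-fold (3.33 to 12.3), while PIK3IP1-DT had 0 reads in the DMSO library and 1 in the Nutlin-3a library, too few for a fold. BAX rose with a log2 ratio of 2.63, CCNG1 7.99-fold (5.69 to 11.5) and GADD45A 14.8-fold (9.65 to 23.8). With an assumed biological coefficient of variation of 0.4, ACTA2, EPHA2, LNCTAM34A, PIK3IP1, BAX and CCNG1 lost their calls. PTP4A1 (chromosome 6, 63521746 to 63583436, plus strand) had 0 reads and 1 read, and 76.6% of its exon bases lie in exons of another plus-strand gene. A plus-strand gene that overlaps PTP4A1 had 0 reads in both libraries. The study displays nanopore reads at the PTP4A1 locus after Nutlin-3a treatment. It also reports by other assays that both strands of this locus rose in MCF-7 cells. The counts near 0 therefore do not show that PTP4A1 RNA was absent.

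Across 585 convergent pairs of annotated genes with starts within 2500 bp, the log2 ratios of the 2 genes were correlated (Spearman's rho 0.229, bootstrap interval 0.149 to 0.309, 100 percentile of 10000 re-pairings). This correlation is across genes, which are not independent replicates. Both genes were called in 23 pairs, of which 14 had both higher, 5 both lower and 4 opposite directions. From the shares of called genes on each strand, 4.66, 3.30 and 7.94 were expected, so the number with both lower was near its expectation. Pairs with both higher included FAS with ACTA2 and TOB1 with TOB1-AS1. In WRAP53 with TP53 both were lower, with log2 ratios of -1.29 and -1.11. Divergent pairs with starts within 400 bp gave a rho of 0.161 (0.0862 to 0.236) over 621 pairs. Exons were shared in 496 of the 585 convergent pairs, and in the 89 pairs without a shared exon base rho was 0.149, at the 91.8 percentile, which did not pass.

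**Figure D2:**
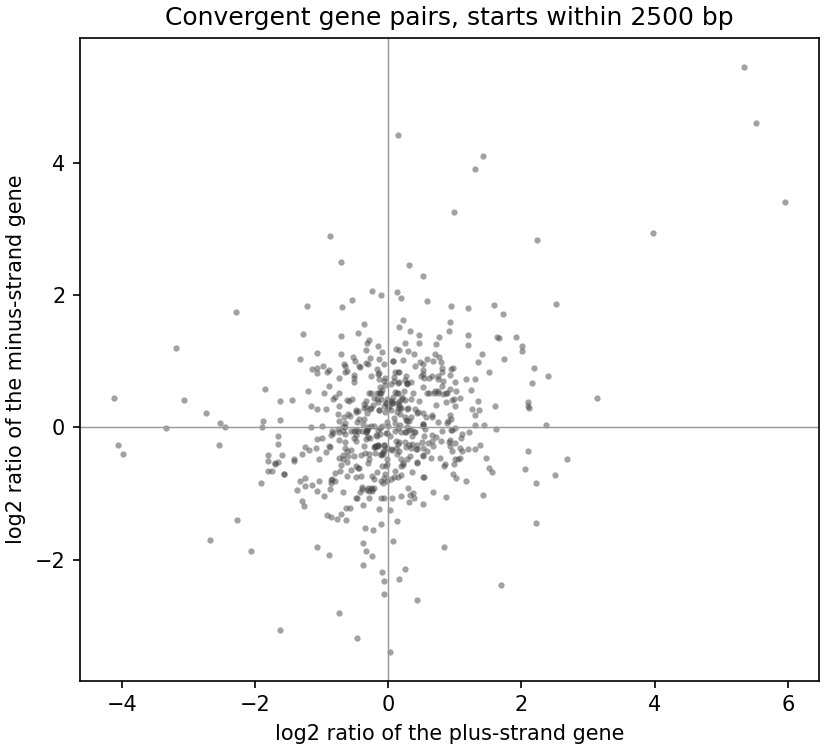
Log2 ratio (Nutlin-3a over DMSO) of the plus-strand gene (x axis) against that of the minus-strand gene (y axis). Each of the 585 points is a convergent pair of annotated genes with starts within 2500 bp, and Spearman's rho was 0.229.

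Of 27 lysosome and autophagy genes, 9 rose and 1 fell (9 and 1 adjusted over the list alone, median log2 ratio 0.51, 99.9 percentile), and the protease gene CTSL rose 2.31-fold (2.17 to 2.46), GNS with a log2 ratio of 1.32, LAMP1 2.36-fold (2.01 to 2.77) and GRN 2.09-fold (1.77 to 2.46), a call lost under median-of-ratios scaling (log2 ratio 0.98). Of 23 cholesterol synthesis genes, 3 rose and 0 fell (3 and 0 adjusted over the list alone, median 0.46, 99.7 percentile), namely HMGCS1, SREBF2 and LDLR. HMGCS1 lay at the threshold, with a log2 ratio of 1.01, and lost its call under TMM (0.97) and median-of-ratios scaling (0.93), with the totals behind the deposited RPM (0.998) and after the length correction (0.88). None of the 3 calls was kept with an assumed biological coefficient of variation of 0.2. Estrogen response genes went both ways, with 1 higher and 7 lower of 28 (1 and 7 adjusted over the list alone, median -0.09, 42.4 percentile). AGR3 was 3.40-fold lower (3.05 to 3.79), GREB1 2.10-fold (1.87 to 2.35), FKBP4 2.18-fold (1.93 to 2.47) and CA12 2.09-fold (1.76 to 2.48), the last losing its call with totals that leave out the 20 genes with most reads. Of these 4 genes AGR3 alone kept its call with an assumed biological coefficient of variation of 0.2. Of 16 luminal epithelial genes, 1 rose and 2 fell (1 and 2 adjusted over the list alone, median 0.09, 85.6 percentile), with MUC1 lower (log2 ratio -1.43), AR 3.31-fold lower (1.52 to 8.23) and GATA3 2.18-fold higher (1.94 to 2.45). Of 13 interferon genes, 4 rose and 3 fell (4 and 3 adjusted over the list alone, median 0.04, 57.8 percentile), with IRF7 and TAP1 higher and IFITM3 and HLA-C lower. IFITM3 lost its call with totals without the 20 top genes and after the length correction. Of 18 glycolysis genes, 3 rose and 2 fell (3 and 3 adjusted over the list alone, median -0.33, 4.89 percentile), with SLC2A1 and HK2 higher and TPI1 and GPI lower, and TPI1 lost its call in the same settings as IFITM3.

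Of 75 ribosomal protein genes, 2 rose (2 adjusted over the list alone, median -0.15, 40.2 percentile), RPS19, 2.22-fold (2.16 to 2.28), and RPS10. The call of RPS10 on 5 and 13 reads was lost with no read minimum and with the DMSO library thinned. Same-strand exons of other genes cover 40.3% of RPS10 exon bases, so its low count is uncertain. Reads of ribosomal protein genes may also be shared with pseudogenes. Of 40 nuclear OXPHOS genes, ATP5MC1 alone was called, 2.26-fold lower (1 lower adjusted over the list alone, median -0.29, inside the random range of -0.32 to 0.12). HPRT1 alone of 15 housekeeping genes was called, 5.44-fold lower (1 lower adjusted over the list alone, median -0.09, 57.3 percentile). Of 18 unfolded protein response genes, 0 were called over all genes tested and 1 was higher adjusted over the list alone (median 0.14, 80.5 percentile). HSPA5 had a ratio of 1.17 (1.11 to 1.23). Most markers of other cell types had fewer than 10 reads over both libraries. Of 10 fibroblast markers COL6A3 alone was measured, with 0 and 19 reads (1 higher adjusted over the list alone). It was 9.07-fold higher against a floor of 3 reads, with an exact lower bound of 6.69. Of 10 immune markers CD14 alone was measured, with 5 and 8 reads, and did not pass the test. Of 15 basal and mesenchymal markers 2 were measured, of which ACTA2 rose and CAV1 did not pass the test (1 higher adjusted over the list alone, median 2.16, 98.5 percentile, a call lost at 1.51 with no read minimum and at 0.92 with a minimum of 50 reads), and ACTA2 is also on the list of p53 targets. All 37 genes of the mitochondrial chromosome, which includes the 15 listed mitochondrially encoded genes, were listed at 0 in both libraries. Since cells express these genes, the zeros set no limit on their level. The genes with the most reads after CDKN1A were TMSB4X, RPS23, COX6C, SPTSSB, RPL41, RPL12, GAPDH, RPS27A and KRT8, none of which passed the 2-fold threshold.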

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

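The RPM totals, the length correction, the thinned DMSO library and the pairs without shared exons were chosen after seeing the data. No paired analysis was possible because each treatment had 1 library. The alternatives for shifts between transcripts were not run because the values are per gene. Against 1176 higher and 954 lower genes, a minimum of 50 reads left 682 higher, fewer genes being tested. A 1.5-fold threshold gave 1524 lower genes, and a 3-fold threshold 656 higher and 482 lower. With an assumed biological coefficient of variation of 0.2, 566 genes were higher and 419 lower, and with 0.4, 75 and 52, since a wider error is assumed. All other scalings and filters gave counts within 1.5 times of these, from 1054 higher and 1094 lower under median-of-ratios scaling to 1316 higher and 871 lower with totals without the 20 genes with most reads, so the balance of higher and lower genes turned with the scaling. The list medians of p53 targets, G2/M, G1/S, RFX7 and convergent host genes kept their call under all list alternatives. The basal and mesenchymal median, of 2 genes, lost its call at 1.51 with no read minimum and at 0.92 with a minimum of 50 reads, and the fibroblast median, of 1 gene, at 1.33 with no minimum. The interferon median, not called, turned to -0.0157 with a minimum of 50 reads and -0.0367 under median-of-ratios scaling, where the log2 ratio of COX6C also turned to -0.0373. With no read minimum it was called, at 0.82. The cause was not tested. Of the log2 ratios of named genes over all settings, 1242 kept their direction and call, 125 lost the call, 2 gained it and COX6C alone changed sign. Rho of convergent pairs kept its call under the 7 settings chosen beforehand and lost it at 0.149 in pairs with no shared exon base, of which there were 89.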

Other observations

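The test of a difference between single cultures, the counts of genes covered on the opposite strand and the comparison of their reads with those of the covering gene were chosen after results were seen. ENSG00000257181, an lncRNA gene on the minus strand of chromosome 12 (68841288 to 68843237) with 100% of its exon bases inside exons of other genes on the opposite strand, had 443 reads in the DMSO library and 6366 in the Nutlin-3a library, against 82 and 2241 for MDM2 at the same locus. It and PURPL were named after their values were seen. Of the lncRNA genes of the p53 response, DINOL, which lies opposite CDKN1A, rose from 1 to 60 reads, 86.0-fold (14.9 to 3452), and PURPL had 0 and 37 reads.

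PTP4A1 and other genes inside exons of another gene held few or no reads. A candidate explanation is that reads overlapping more than 1 gene on the same strand were left out. Because the study displays nanopore reads at the PTP4A1 locus, the counts of PTP4A1 are not evidence of absent RNA. Among host genes of convergent promoters with at least 50% of exon bases in same-strand exons of other genes, 5.26% (1 of 19, exact interval 0.133 to 26.0%) had at least 10 reads, against 93.8% (728 of 776, 91.9 to 95.4%) of those with none. Genes with at least 50% of exon bases covered on the opposite strand kept reads in 15 of 15 cases. No biological explanation was tested.

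Convergent pairs moved together. A correlation of neighbours that is equal at any distance does not by itself account for the rho of all convergent pairs. Opposite-strand pairs with starts 10 to 50 kb apart gave a rho of 0.0530 (0.0131 to 0.0916), below the interval of 0.149 to 0.309. Their rho still lay at the 99.78 percentile of re-pairings. The interval of divergent pairs, 0.0862 to 0.236, also overlaps that of convergent pairs, so an effect of neighbours that falls with distance stays open. That of the 89 pairs without a shared exon base, -0.0646 to 0.354, holds 0.0530. An equal correlation at any distance, joined with wrong-strand reads in shared exons, therefore stays open too. Counting of every read in a shared exon for both genes does not account for the correlation of convergent pairs either. Of 52 genes with at least 95% of exon bases in exons of 1 opposite-strand gene, 16 (30.8%, exact interval 18.7 to 45.1%) held more reads than that gene. Reads given the wrong strand in shared exons may still contribute, because the 89 pairs without a shared exon base lay at the 91.8 percentile, inside the central 95% of re-pairings, as an effect of shared exons would have it, while their bootstrap interval (-0.0646 to 0.354) also holds the rho of all pairs. In these counts, the study's biological explanation, shared control of both promoters, also stays open. The study tested it by other means. Among these was mutation of the p53 site in other cell lines, which lowered both FAS and ACTA2, and both PTP4A1 and its antisense RNA.

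p53 targets were higher and G2/M genes lower in the Nutlin-3a library. A trend with gene length does not account for this, since each list median kept at least 95.8% of its size after the medians of length bins were taken off. After the DMSO library was thinned to the total of the Nutlin-3a library, each list median kept at least 98.25% of its size. Ratios were already per total assigned reads, so thinning could change them mainly through the added read, the read minimum and sampling. The medians did not arise from these, and the test cannot decide on other effects of depth. A difference between the 2 cultures or library preparations cannot be told apart from the treatment with 1 library per treatment. In these counts the treatment itself stays open as the biological explanation. With replicated cap sequencing of the same treatment, the study reported mainly higher p53-bound and mainly lower E2F4-bound convergent promoters among target genes.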
